A study of Mus musculus with 6 samples. Its data were reported in "NMD abnormalities during brain development in the Fmr1-knockout mouse model of fragile X syndrome" (2021).

How the data were processed

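RNA was measured in 6 libraries of cultured mouse cortical neurons, 3 WT and 3 Fmr1-KO, with genotype and replicate number taken from the labels. The authors deposited raw counts per gene, without normalization. According to their methods, single-end reads were trimmed with FastP, aligned to GRCm38 with STAR and assigned to exons with featureCounts in reverse-stranded mode, summed by gene name. Strand-aware counting keeps antisense neighbours apart, but reads shared by near-identical copies are not resolved by it, and counts summed by name do not separate isoforms or pre-mRNA.

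The table had 55367 rows, of which 31650 had a count; 0 rows lacked a gene name. Total counts ran from 30348556 to 35126207, which is close enough that depth was similar in all libraries. Coordinates and exon lengths came from GENCODE M21 on GRCm38, an earlier release than those named by the authors; 98.6% of tested gene names were found in it.

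The main test was edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM normalization, glmQLFit and glmQLFTest, 2-sided, with genotype as the only term and Benjamini-Hochberg adjustment. A gene was called at an adjusted P under 0.05. The authors used DESeq2; version 1.42.0 was run here as an alternative. An adjusted P that DESeq2 left undefined was kept undefined. Such genes were left out of the DESeq2 comparisons, except the one with every gene that had a count. SE of a log2 fold-change was taken as its size divided by the square root of the F statistic. CPM are TMM-scaled. Gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with fry and an estimated correlation as alternatives. NMD targets were compared with other genes by a 2-sided Wilcoxon rank-sum test across genes, by 10000 random lists matched in 20 bins of mean log2 CPM, and by Fisher's exact test (scipy 1.17.1). Where fold changes were tied, 100000 permutations were used.

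The names of NMD targets and of the RT-qPCR panel came from the study, which assayed the panel in the same kind of culture; none of its values were used. The other lists, written from general knowledge before the data were examined, were: NMD factors, canonical NMD-sensitive transcripts, glutamate receptors, GABA receptors, presynaptic vesicle genes, postsynaptic density genes, neurons, excitatory neurons, GABAergic interneurons, astrocytes, oligodendrocyte lineage, microglia, endothelial and mural cells, proliferating cells, neural progenitors, erythroid cells, immediate early genes, sex-linked genes, fragile X family and C57BL substrain markers. Genes named in the report follow a rule set at the same time: Fmr1; the 5 largest changes in each direction among called genes with a mean of at least 10 CPM and no overlap between genotypes; the panel, Gapdh, Upf1, Fxr1 and Fxr2; and members of the lists. A gene that the rule selects is not reported here. Lists of X-escape and photoreceptor genes were written after values had been seen.

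On simulated data with 200 genes changed by 1 log2 unit, 100% of the changed genes were called with the right sign. Of 16123 unchanged genes, 0.0868% were called. A simulated list of genes with a smaller shift entered neither figure. Called genes in the real data had a median absolute log2 fold-change of 0.29, so the simulation does not show power for changes of that size. Nor does it show how many false calls would arise if libraries of a genotype shared a source. The alternatives were DESeq2, RLE and upper-quartile normalization, library totals alone, no filter, a stricter filter (a mean of 10 counts and 5 CPM), a replicate block, leaving out each library, removing the 20 most abundant genes, a minimum fold change of 1.2, and other backgrounds and members for NMD targets. GC percent is that of the longest transcript; matching on it was added after the data were seen. Gene Ontology terms, isoforms and pre-mRNA were not analysed here.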

Results

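RNA-seq was carried out on cortical neurons taken from mouse pups at postnatal day 1 (P1) and kept for 2 days in vitro. The Fmr1-KO mouse lacks FMRP, the RNA-binding protein that is missing in fragile X syndrome. There were 3 WT and 3 Fmr1-KO libraries, and the comparison was Fmr1-KO relative to WT. The question behind it was whether targets of nonsense-mediated mRNA decay (NMD), a pathway that degrades particular mRNAs during translation, were at lower levels without FMRP. The WT libraries held 35126207, 33431272 and 33688687 counts in replicates 1, 2 and 3. The Fmr1-KO libraries held 32193352, 30348556 and 34516970 counts. The highest total was 1.16 times the lowest, and 16976 genes had enough counts to be tested. Replicates of a genotype differed by more than counting noise, with a chi-square per degree of freedom of 2.93 in WT and 3.18 in Fmr1-KO. Such spread could also arise between libraries of one source, so it does not show that they were independent. Each library was treated as a separate sample because the study describes its samples as independently derived. The labels named no preparation batch, so no comparison within a batch was made.

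The targeted gene was examined first. Fmr1 is a protein-coding gene on the plus strand of chromosome X, from 68678541 to 68717963 in GRCm38. It had 4113, 3710 and 3656 counts in the WT libraries and 1761, 1879 and 1972 counts in the Fmr1-KO libraries. Its level was 113.4 ± 4.50 CPM (SD, n = 3) in WT and 57.4 ± 3.67 CPM (SD, n = 3) in Fmr1-KO. The log2 fold-change was -0.98 (SE 0.04), with an adjusted P of 2.25e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mean in Fmr1-KO was 50.6% of that in WT. All 3 Fmr1-KO libraries lay below all 3 WT libraries, as their labels require. The alternative that moved this value most left out Fmr1-KO replicate 2 and gave -1.03. Fxr1 and Fxr2, the paralogs of Fmr1, did not pass the threshold, with log2 fold-changes of 0.08 (adjusted P 0.101) and -0.03 (adjusted P 0.486) by edgeR. Fxr1 passed it with library totals alone (0.11, adjusted P 0.0294 by edgeR) and without Fmr1-KO replicate 3 (0.13, adjusted P 0.0166), and had a log2 fold-change of 0.04 without Fmr1-KO replicate 2.

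Across all tested genes, 3725 were lower and 3506 were higher in Fmr1-KO relative to WT at an adjusted P under 0.05 by edgeR. These made up 42.6% of the genes tested. Most differences were small: the median absolute log2 fold-change of the called genes was 0.29, and 350 genes were lower and 110 were higher by at least 2-fold. The libraries of each genotype lay close together, with a common biological coefficient of variation of 3.22%, which is why small differences passed the threshold. The labels name no culture or litter, while the study describes its samples as independently derived. If libraries of a genotype shared a source, the calls could reflect that source as well as genotype. Requiring a fold change above 1.2 moved the counts of called genes most and left 1340 lower and 883 higher genes. Which direction had more calls depended on the scaling: there were 3517 lower and 3743 higher genes with upper-quartile normalization, and 3212 lower and 4207 higher with library totals alone.

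Among genes with a mean of at least 10 CPM whose 3 Fmr1-KO libraries all lay on one side of the WT libraries, the largest decrease was that of Nwd2. This protein-coding gene lies on chromosome 5 from 63649102 to 63810546 (GRCm38) and fell from 24.3 ± 1.64 to 1.82 ± 0.511 CPM (SD, n = 3 per genotype). Its log2 fold-change was -3.72 (SE 0.11; adjusted P 9.87e-16 by edgeR). Prss12, Ddn, Snhg11 and Nrgn followed, with log2 fold-changes of -3.52, -3.17, -2.72 and -2.72. The largest increase was that of Eomes, on chromosome 9 from 118478212 to 118486132, which rose from 10.5 ± 2.25 to 72.8 ± 7.88 CPM (SD, n = 3 per genotype). Its log2 fold-change was 2.79 (SE 0.09; adjusted P 2.35e-15 by edgeR). Lhcgr, Xist and Mfap4 were also among the largest increases, with log2 fold-changes of 1.66, 1.58 and 1.33. Each of these 7 further genes also passed the threshold by edgeR.

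NMD targets were then compared with all other genes. The list was the one the study derived from Neuro-2a (N2A) cells, a mouse neuroblastoma line, so it was chosen on other samples. Of its 1027 names, 1019 were in the table and 1009 were tested. The median log2 fold-change was -0.03 for NMD targets and 0.01 for the 15967 other genes, a shift of -0.04, or -2.72% in level. A 2-sided Wilcoxon rank-sum test across genes (n = 1009 and n = 15967 genes) gave P = 3.82e-09. Genes are not independent replicates, so this P describes the genes of these libraries. Log2 fold-changes below 0 were found for 57.7% of NMD targets and 48.2% of other genes. The distributions overlapped widely: the middle 50% of NMD targets ran from -0.15 to 0.08, and that of the other genes from -0.14 to 0.17. The shift came from small changes: only 4.46% of NMD targets were called lower by more than 0.5 on the log2 scale, against 6.99% of other genes, and 2.28% were called higher by more than 0.5, against 4.70%. Applying no filter on low counts moved the shift most among the alternatives fixed before the data were examined, to -0.0647, and comparing with every other gene that had a count, on DESeq2 fold changes, gave -0.0645.

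**Figure D1:**
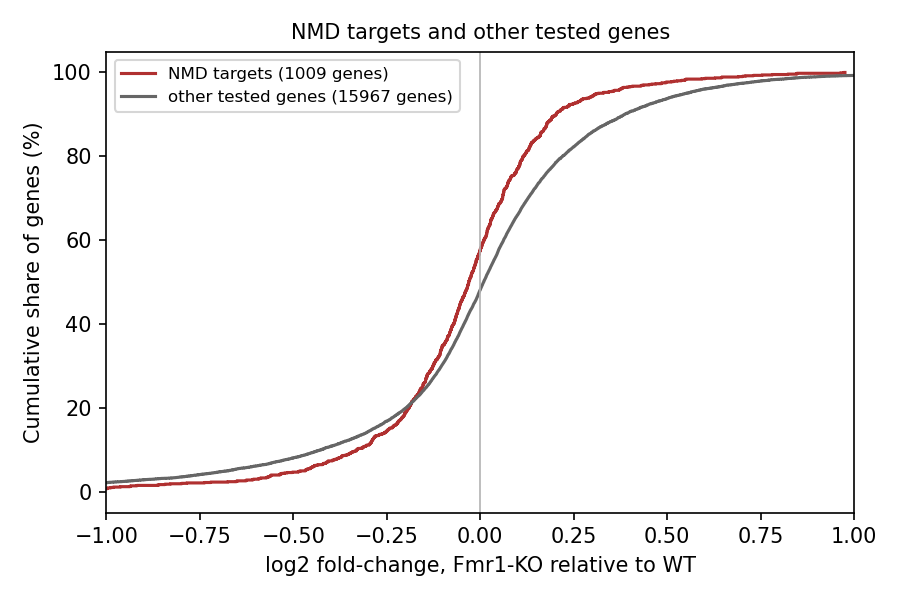
Cumulative share of genes (%, y axis) against log2 fold-change in Fmr1-KO relative to WT (x axis, drawn from -1 to 1), for 1009 NMD targets and 15967 other tested genes. The curve of NMD targets rises more steeply; the curves cross below 0, so that large decreases are rarer among NMD targets, while near 0 the NMD targets lie further left, with 57.7% of NMD targets and 48.2% of other genes below 0.

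NMD targets had more counts than other genes, with a median log2 CPM of 6.13 against 4.31. Against 10000 random lists of other genes matched on mean log2 CPM, the median of NMD targets lay 0.0269 lower on the log2 scale than the mean of the lists, and no list had a median as low (2-sided P 0.0002, the smallest that 10000 lists can give). The camera set test, which allows for correlation between genes (preset at 0.01), gave P = 0.0427 for a decrease. That call held under fry (P = 6.47e-06) and under camera with an estimated correlation (P = 0.0147). Under limma's camera it did not hold with library totals alone, where P was 0.0947, or with upper-quartile normalization or a stricter filter. It was also lost without Fmr1-KO replicate 1, where P was 0.0575, and without Fmr1-KO replicate 2, where it was 0.0508.

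Counted gene by gene, 332 NMD targets (32.9%) were called lower, against 3393 other genes (21.3%; Fisher's exact test, 2-sided, P = 1.11e-16). Called higher were 202 NMD targets (20.02%) and 3304 other genes (20.7%), and these shares did not differ (Fisher's exact test, 2-sided, P = 0.631). Adjusted over the list alone, 345 NMD targets were lower and 207 were higher. Among other genes in the expression range of the NMD targets, 24.9% were called lower and 25.2% higher. Against this background NMD targets were called lower more often (Fisher's exact test, 2-sided, P = 5.90e-08) and higher less often (P = 0.000234 by the same exact test). With a fold change above 1.2 required, 8.13% of NMD targets were called lower and that share no longer differed from other genes (Fisher's exact test, P = 0.763).

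Of the 11 NMD targets of the RT-qPCR panel, 4 were lower and 5 were higher in Fmr1-KO relative to WT at an adjusted P under 0.05 by edgeR, and the counts were also 4 and 5 when adjusted over the list alone. Grin1, on chromosome 2 from 25291181 to 25319187, fell from 90.6 ± 2.42 to 47.9 ± 1.58 CPM (SD, n = 3 per genotype), a log2 fold-change of -0.92 (SE 0.04). Map1b, Mapt and Gabbr1 had log2 fold-changes of -0.57, -0.44 and -0.15. Olfm1 (0.00) and Sema6d (0.02) did not pass the threshold. Sez6, Gria2, Elavl4, Myt1 and E2f7 had log2 fold-changes of 0.11, 0.23, 0.41, 0.48 and 0.85. The call of Sez6 was lost without WT replicate 2 (log2 fold-change 0.08, adjusted P 0.0681 by edgeR) and without Fmr1-KO replicate 3 (0.08, adjusted P 0.0889), and that of Gria2 was lost under DESeq2 (adjusted P 0.154). The Gria2 libraries overlapped between genotypes, and without Fmr1-KO replicate 2 its log2 fold-change was 0.12 (adjusted P 0.0421 by edgeR). Gapdh, the reference mRNA, had a log2 fold-change of 0.01 (adjusted P 0.863 by edgeR). The counts are of reads in exons, do not separate pre-mRNA and are not divided by it. They are thus another quantity than the RT-qPCR ratio. The study also named Sez6, Gria2, Elavl4, Myt1 and E2f7 as including mRNAs that rose before division by pre-mRNA. It described a larger rise of their pre-mRNAs and reported hyperactivated NMD from the ratios. Upf1, which encodes the central NMD factor, did not differ detectably (log2 fold-change 0.03, adjusted P 0.546 by edgeR). Its log2 fold-change was 0.07 without WT replicate 2 and 0.01 without WT replicate 1 or WT replicate 3. The study measured phosphorylated UPF1 protein, which it reported as higher in such Fmr1-KO cultures. Counts of mRNA do not show phosphorylation.

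**Figure D2:**
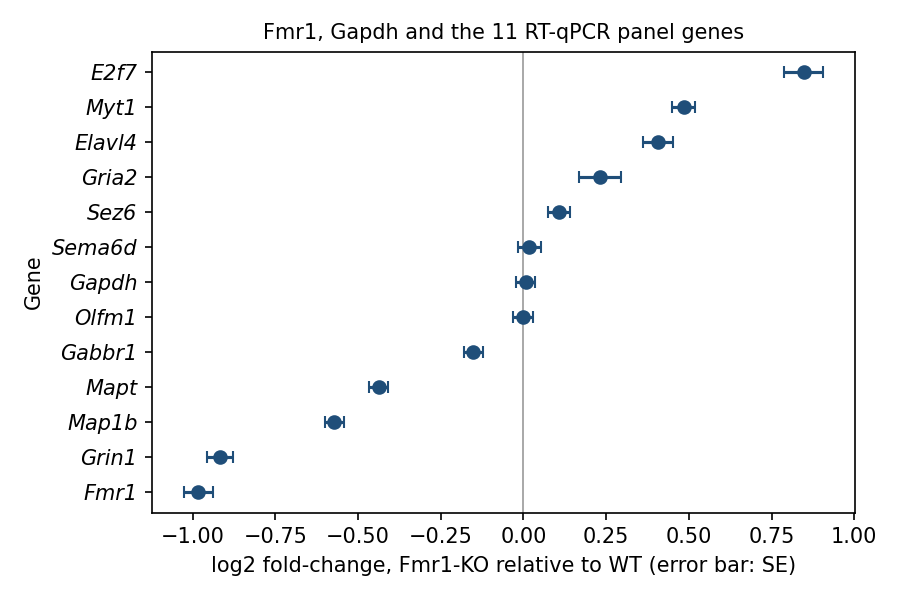
Log2 fold-change in Fmr1-KO relative to WT (x axis; points are edgeR estimates from 3 libraries per genotype, bars are SE) for Fmr1, Gapdh and the 11 RT-qPCR panel genes (y axis). Values run from -0.98 for Fmr1 to 0.85 for E2f7, with panel genes on both sides of 0.

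Lists of genes written before the data were examined were compared in the same way. Of 18 lists with at least 5 tested genes, 9 passed an adjusted P of 0.05 by camera. These 9 also passed by fry, which does not compare a list with other genes. With a correlation estimated from these 6 libraries, none of the 9 passed; the smallest adjusted P was 0.0819. The median log2 fold-change was -0.45 for presynaptic vesicle genes, -0.36 for postsynaptic density genes, -0.28 for glutamate receptors, -0.42 for GABA receptors and -0.39 for pan-neuronal genes. It was -0.72 for oligodendrocyte lineage markers and -0.52 for microglia markers. Of the 18 pan-neuronal genes, 3 were also in another list and 2 were NMD targets; of the 30 presynaptic genes, 4 were in another list and 6 were NMD targets. Higher medians were found for proliferating cells (0.68, with 21 of 21 genes called higher) and neural progenitors (0.21).

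The other 9 lists did not pass by camera. By fry, which called 13 of the 18 lists, 4 of them did: NMD factors as higher (adjusted P 0.00307), and the RT-qPCR panel (adjusted P 0.0246), excitatory neurons (adjusted P 4.62e-05) and GABAergic interneurons (adjusted P 0.0367) as lower. The median log2 fold-changes of these lists were 0.06 for NMD factors, 0.04 for canonical NMD-sensitive transcripts, 0.02 for the RT-qPCR panel, -0.09 for astrocytes, -0.09 for endothelial and mural cells, 0.05 for GABAergic interneurons, -0.16 for immediate early genes and -0.20 for sex-linked genes. Several of these medians depended on single libraries. That of endothelial and mural cells was -0.18 without WT replicate 2 and -0.06 without WT replicate 1, that of immediate early genes -0.09 without WT replicate 3 (and -0.01 with the stricter filter), that of the RT-qPCR panel 0.05 without Fmr1-KO replicate 1 and 0.01 without WT replicate 3, and that of NMD factors 0.04 without WT replicate 1. That of canonical NMD-sensitive transcripts was 0.0137 without Fmr1-KO replicate 2, 0.0181 without Fmr1-KO replicate 1, 0.0210 without WT replicate 2 and 0.0234 without WT replicate 1. The excitatory neuron list had a median near 0, with 6 of 14 genes called higher and 4 called lower; its sign changed with upper-quartile normalization, with library totals alone, and without WT replicate 3 or Fmr1-KO replicate 3. The sign of the GABAergic interneuron median changed without Fmr1-KO replicate 3. Lists of erythroid cells (2 tested genes, median -1.02), the fragile X family (3 tested genes, median -0.03) and C57BL substrain markers (4 tested genes, median 0.12) were too short to test.

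**Figure D3:**
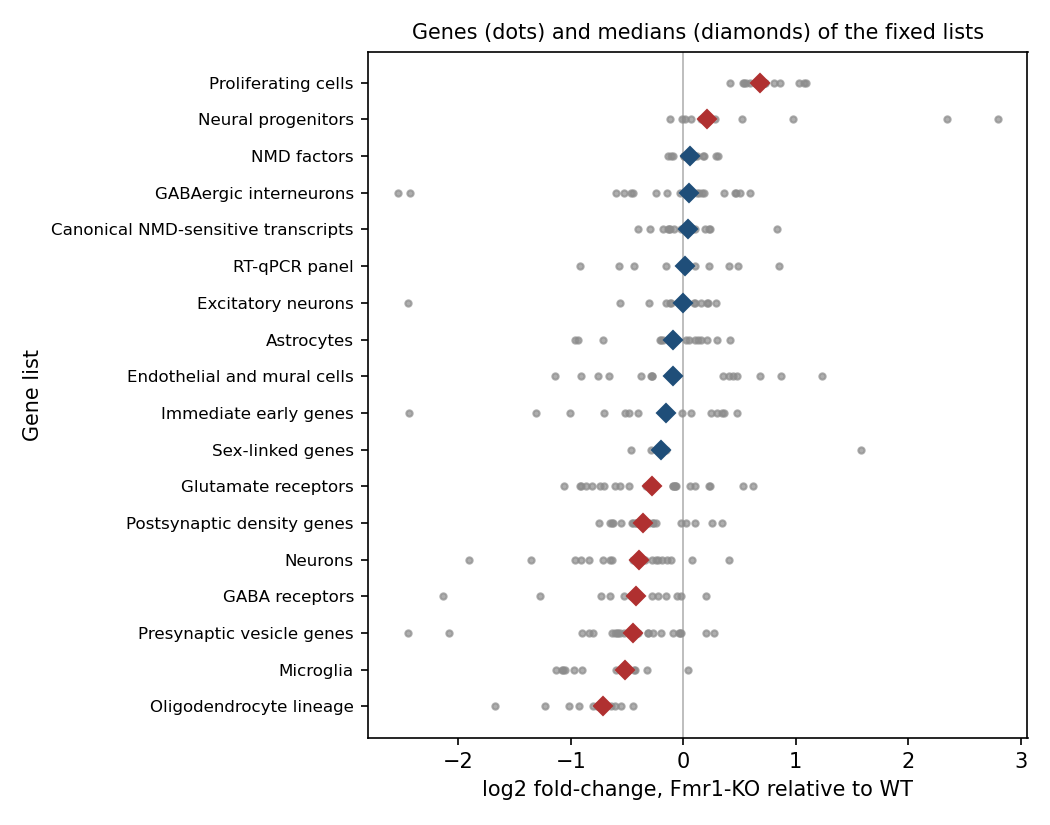
Log2 fold-change in Fmr1-KO relative to WT (x axis) for each gene (dots) and the median (diamonds) of the 18 gene lists with at least 5 tested genes (y axis). Red diamonds mark the 9 lists that passed by camera with a preset correlation and blue diamonds those that did not; medians run from -0.72 for the oligodendrocyte lineage to 0.68 for proliferating cells.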

Values the study reported

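The study reported 1027 high-confidence NMD targets in N2A cells. For these targets, it gave P = 8.7e-14 for their decrease in cultured P1 cortical neurons from Fmr1-KO relative to WT mice.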

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

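Fmr1 was lower in Fmr1-KO under every alternative tried, with log2 fold-changes between -1.03 and -0.94. The shift of the NMD target median stayed below 0 in all alternatives fixed before the data were examined, from -0.06 to -0.03, and the difference from expression-matched lists from -0.0312 to -0.0214. Matching on GC percent as well, chosen after seeing the data, gave -0.0231. An alternative chosen after seeing the data, which left out the NMD targets called in either direction, gave a shift of -0.0128 (Wilcoxon test across genes, n = 475 NMD targets and n = 15967 other genes, P = 0.136); it removes changed genes from one side of the comparison only, so a smaller shift follows from its construction.

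The camera test of NMD targets lay close to its threshold. P was 0.0575 with upper-quartile normalization, 0.0947 with library totals alone and 0.0775 with the stricter filter. Across the 6 fits that each left out one library, it ran from 0.0377 to 0.0575. Over all alternatives P ran from 6.47e-06 under fry to 0.0947 under camera with library totals alone. Fry does not compare NMD targets with other genes, so its P answers another question. The cause of the range among the camera fits was not tested. With a minimum fold change of 1.2, 1340 genes were lower and 883 higher, and 8.13% of NMD targets were lower (Fisher's exact test, P = 0.763), as a stricter test calls fewer genes.

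The share of NMD targets called higher did not differ from other genes in the main comparison, nor where its side changed: it was above that of other genes under DESeq2 (17.1%, Fisher's exact test, P = 0.662), with library totals alone (25.5%, Fisher's exact test, P = 0.599) and in the fits without WT replicate 1, WT replicate 2, WT replicate 3 or Fmr1-KO replicate 1 (Fisher's exact test, lowest P = 0.837). Across the 6 fits that each left out one library it ran from 17.2% to 19.4%. It differed where the other genes were chosen differently by expression. With no filter it was above (19.1%, Fisher's exact test, P = 3.12e-15), as many genes of few counts that could not be called entered the background. It was below with the stricter filter (20.7%, Fisher's exact test, P = 0.000471) and against other genes in the expression range of the NMD targets (25.2% of these called higher, Fisher's exact test, P = 0.000234).

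Camera with an estimated correlation called 0 of the 18 gene lists, against 9 with the preset value. Fry called 13. The estimate rests on 6 libraries. At an unadjusted P under 0.05, 6 lists passed.

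Replicate numbers did not pair the libraries: the correlations of same-numbered deviations from the genotype means were -0.14, 0.133 and 0.0605. With a replicate block, 3694 genes were lower and 3488 higher, and no comparison changed its call.

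Among 601 values recomputed for single genes and lists, 583 kept their direction and side of the threshold, 3 were weaker, 2 stronger (both of Fxr1) and 13 reversed. The reversed values were near 0. The excitatory neuron median was 0.00683 with upper-quartile normalization and 0.0240 with library totals. Across the 6 fits that each left out one library, it ran from -0.0177 (without Fmr1-KO replicate 2) to 0.00461, and was above 0 without WT replicate 3 or Fmr1-KO replicate 3; the GABAergic interneuron median ran from -0.00165 (without Fmr1-KO replicate 3) to 0.0626. Olfm1 was 0.00916 with upper-quartile normalization and 0.0264 with library totals, and ran from -0.0123 to 0.0155 across the same 6 fits. In these fits Sema6d ran from -0.0200 to 0.0504 and Gapdh from -0.00383 to 0.0267. None of these values passed the threshold.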

Other observations

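The counts of splits, and for NMD targets the matches on expression and on exon length and the shift without neuronal and synaptic members, were fixed in advance; the other tests in this part were chosen after the results they bear on had been seen, and what they leave open are hypotheses. Splitting the 6 libraries into 3 and 3 can be done in 10 ways, so no share of splits can fall under 0.1. The real split alone, 1 of the 10, gave as many called genes, as large an NMD target shift, camera result, difference from matched lists, and lower and higher shares, and as many panel genes lower and higher; the other splits called 0 genes, with 138 to 298 genes at an unadjusted P under 0.05 against 8379 in the real split. For the number of gene lists past the threshold, 3 of the 10 splits gave as many, the real one included. Each other split sets 2 libraries of one genotype and 1 of the other against the rest, so it keeps part of the difference between genotypes, and this count decides nothing about the lists.

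The Wilcoxon P for NMD targets here was 3.82e-09. That is higher than the value quoted from the study above. The background here was the tested genes with edgeR fold changes, which differs from that of the study. The Wilcoxon P was 1.71e-07 with no filter on low counts and 5.47e-09 with DESeq2 in place of edgeR. Both were also higher than the study's value. The fit with no filter kept edgeR fold changes. The DESeq2 comparison left out genes without an adjusted P, so its background also changed, to 16309 genes. With all genes that had a count and DESeq2 fold changes, the permutation P was 1e-05. That is the smallest that 100000 permutations can give, so on that background the values cannot be compared.

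The lower median of NMD targets was weighed against properties of the list. The median lay below expression-matched lists (-0.02691) lists matched on expression and exon length (-0.03124), and lists matched on expression and GC percent (-0.02313), which argues against expression level, exon length and GC content, each taken alone, as the whole cause. Fold changes fell slightly with GC percent (Spearman rho -0.110 across genes), and hardly with exon length (rho -0.0149), so the match on length is the weaker test. The shift was -0.03967 without the members of neuronal and synaptic lists, but these were 16 of 1009 genes, too few to move a median, so neuronal content of the list stays open. The 17 canonical NMD-sensitive transcripts, mostly non-coding host and stress genes, had a median of 0.03913 (0.0137 without Fmr1-KO replicate 2), with members on both sides of 0, so whether NMD activity on them differed cannot be told apart from no difference. Counts per gene do not separate decay from transcription. A difference in the state or mix of cells, described next, may also shift NMD targets; it stays open and was not tested.

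Synaptic, pan-neuronal, oligodendrocyte and microglia markers were lower in Fmr1-KO, while proliferation genes, Eomes and Neurog2 (log2 fold-change 2.34) were higher. With all libraries thinned to the smallest total, the median of the neuronal list was -0.3922; totals were so close that thinning moved almost nothing, so this decides nothing about library size. Gene length and GC content, each as the whole cause, were argued against: the list lay -0.3757 from lists matched on expression and exon length, and -0.3769 from lists matched on expression and GC percent. Fewer neurons alone would raise the markers of other cells alike, yet the oligodendrocyte median was -0.7151 and the microglia median -0.5212. The methods describe removal of ACSA2-positive astrocytes and of myelin before plating. The oligodendrocyte and astrocyte values may depend on that step, so they do not decide on the share of neurons. Microglia were not named as removed. A younger or less mature culture in Fmr1-KO is a candidate explanation that was not tested separately. The labels named no batch (0 holding both genotypes), so an effect of preparation or culture batch was not tested; the number shows neither that one exists nor that it does not. Gfap, an astrocyte gene, ranked 9 among tested genes by mean level, at 2649 ± 66.98 CPM in WT and 2297 ± 158 CPM in Fmr1-KO (SD, n = 3).

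Xist was 3.00 times as high in Fmr1-KO as in WT, and the summed level of Ddx3y, Kdm5d, Eif2s3y and Uty was 0.812 times that in WT. Of 9 Y-linked genes tested, 6 were lower and 4 were called lower. The summed genes fell unequally. Eif2s3y had 37.6, 41.2 and 41.1 CPM in the WT libraries and 27.3, 31.8 and 27.7 CPM in Fmr1-KO. Kdm5d had 26.8, 26.6 and 26.7 CPM in WT and 23.5, 25.2 and 23.6 CPM in Fmr1-KO. If Xist and Y-linked levels per cell were equal, the share of female cells would be 8.61% in WT and 25.8% in Fmr1-KO. A different mix of sexes alone would lower the Y-linked genes alike, so this estimate depends on which of them are used. The median of 4 X-escape genes (Kdm6a, Ddx3x, Eif2s3x and Kdm5c) was 0.1854, at percentile 89.7 of random lists of other X-linked genes. Usp9x, which was also looked at, had a log2 fold-change of 0.07 (adjusted P 0.167 by edgeR). The 4 X-escape genes were picked after their values were seen, so a different mix of sexes may explain the pattern but is not shown. Sex chromosomes do not account for the calls as a whole, since 95.98% of called genes with a position lay on autosomes.

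Fmr1 counts in Fmr1-KO remained at 50.6% of WT. By the estimate above, heterozygous female cells would leave 25.81% if every female cell had an intact active copy. Across library pairs, the lowest residual was 45.8%, above the highest female share of 28.7%. This argues against such cells as the whole source, provided that Xist and Y-linked levels per cell were equal. The female share also depends on which Y-linked genes are used. Transcripts of the disrupted allele are a candidate source that was not analysed here, since counts per gene do not show which exons were read. Within 10 Mb of Fmr1, 52.9% of 87 genes were called, against 48.2% of 469 other X-linked genes (Fisher's exact test, P = 0.4838); this neither shows nor excludes a donor-strain segment around the gene.

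Smt3h2-ps, a processed pseudogene on chromosome X, had 359, 296 and 317 counts in WT and 1, 0 and 0 in Fmr1-KO, at least 104-fold lower; it was singled out after its values were seen. Sumo2, a gene with similar sequence, gained 11.02% of the counts lost. The counting options named in the methods include none that counts reads fitting several places. Such reads may have been dropped, so this gain cannot tell whether reads moved between the copies. A strain or donor variant could also give 1 count in the 3 Fmr1-KO libraries. These explanations cannot be told apart without sequence.

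Rbp3 and Crx, genes of photoreceptor and pineal cells, had 67, 66 and 70 and 33, 24 and 32 counts in Fmr1-KO, with at most 2 counts in any WT library; they were at least 23.3-fold and 10.2-fold higher. Of 19 other genes of that lineage, 7 were higher in all 3 Fmr1-KO libraries than in any WT library, against 9.17% of genes of as few counts, where chance gives 5% in this direction (Fisher's exact test, P = 0.001031). Many of these genes had been seen before the list was written, so a trace of such cells is a candidate explanation that this test cannot decide. Mature rods would bring abundant rod transcripts, but 5 of these rose by 0.819 CPM in sum (log2 ratio 0.4812), less than Rbp3 alone (2.04 CPM). Counts of Rbp3 and Crx varied between the 3 Fmr1-KO libraries no more than counting noise (permutation P = 0.9282). That could be consistent with libraries of a genotype drawn from one pool of cells, but so few counts cannot tell, and the study describes its samples as independently derived.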
